# Differences in the Formation Mechanism of Giant Colonies in Two *Phaeocystis globosa* Strains

**DOI:** 10.3390/ijms21155393

**Published:** 2020-07-29

**Authors:** Dayong Liang, Xiaodong Wang, Yiping Huo, Yan Wang, Shaoshan Li

**Keywords:** *Phaeocystis globosa*, harmful algal bloom, giant colonies formation, transcriptome, metabolic pathway

## Abstract

*Phaeocystis globosa* has become one of the primary causes of harmful algal bloom in coastal areas of southern China in recent years, and it poses a serious threat to the marine environment and other activities depending upon on it (e.g., aquaculture, cooling system of power plants), especially in the Beibu Gulf. We found colonies of *P. globosa* collected form Guangxi (China) were much larger than those obtained from Shantou cultured in lab. To better understand the causes of giant colonies formation, colonial cells collected from *P. globosa* GX strain (GX-C) and ST strain (ST-C) were separated by filtration. Morphological observations, phylogenetic analyses, rapid light-response curves, fatty acid profiling and transcriptome analyses of two type cells were performed in the laboratory. Although no differences in morphology and 18S rRNA sequences of these cells were observed, the colonies of GX strain (4.7 mm) are 30 times larger than those produced by the ST strain (300 μm). The rapid light-response curve of GX-C was greater than that of ST-C, consistent with the upregulated photosynthetic system, while the fatty acid content of GX-C was lower than that of ST-C, also consistent with the downregulated synthesis of fatty acids and the upregulated degradation of fatty acids. In summary, the increased energy generated by GX-C is allocated to promote the secretion of extracellular polysaccharides for colony formation. We performed a physiological and molecular assessment of the differences between the GX-C and ST-C strains, providing insights into the mechanisms of giant colonies formation in *P. globosa*.

## 1. Introduction

The genus *Phaeocystis* (Prymnesiophyceae) is globally distributed in the marine environment, ranging from tropical to polar oceans, and plays important roles in the global carbon and sulfur cycles and in regional food webs [1]. Among the six species to have been identified, *P. globosa* is a common cause of harmful algal blooms that often produces red tides by forming colonies in temperate and trophic zones [2,3].

*P. globosa* has been reported along the coast since the 1990s in China [4]. During the period 2001–2007, blooms of *P. globosa* were frequently reported throughout the year, including extensive areas from the Bohai Sea (the North China Sea) to the coast of the Hainan Province (the South China Sea), strongly impacting on local fisheries [5,6]. From 2010-2019, outbreaks of *P. globosa* not only affected the local aquaculture and coastal environment, but also posed a potential threat to nuclear power cooling systems in coastal areas. Thus, blooms of *P. globosa* have become an important environmental problem requiring urgent mitigation.

*P. globosa* has a complex life cycle involving the formation of colonies with an exopolysaccharide matrix tegument and a variety types of solitary cells [7,8,9]. The solitary cells are generally 3–10 μm in diameter, while colonies can reach up to 3 cm in diameter [4,7]. However, under laboratory culture, the largest colonies only reach a few hundred microns diameter, if they form colonies at all. The competitive advantage of *P. globosa* over other phytoplankton species is primarily due this ability to form colonies. In fact, colony formation is one of the remarkable plastic phenotypic characteristics of *Phaeocystis* species [10]. The large size and tough outer layer of *Phaeocystis* colonies inhibit their ingestion by zooplankton, particularly small-sized grazers, thus colony formation and enlargement are considered to be defense strategies that reduce predation risk [10,11,12]. However, the mechanisms associated with *P. globosa* colony formation remain unclear. We found colonies of *P. globosa* collected form Guangxi (China) were much larger than those obtained from Shantou (China) cultured in lab. The great difference in colony size between the two strains makes them the ideal materials of the giant colony formation mechanism study in the life cycle of *P. globosa*. 

Interestingly, we observed that the colonies of *P. globosa* (GX) were much larger than *P. globosa* (ST) cultured in lab, although it has been difficult to distinguish subspecies in *P. globosa* with respect to their phylogeny and morphology. This provides us with a good opportunity to study the mechanism and metabolic pathway of the formation of giant colonies. In this study, the morphology of *P. globosa* was characterized by light and electronic microscopies. In addition, we performed a phylogenetic analysis using 18S ribosomal RNA (rRNA) gene to further characterize *P. globosa*. Physiological differences between two strains were also observed by performing rapid light-response curve (RLC) and fatty acid profiling analyses, while an Illumina sequencing platform was used to determine the transcriptional profiles of the two strains. The results revealed differences between colonial cells of the two strains with respect to the metabolic pathways associated with photosynthesis, carbon source allocation and exopolysaccharide secretion. The results of this study can contribute to an understanding of the cause of giant colony formation in *P. globosa* and provide important reference for understanding the molecular regulatory mechanism of colony formation.

## 2. Results

### 2.1. Morphological Observation and Phylogenetic Analysis 

The colony was broken to release colonial cells prior to LM and SEM observations. The average diameter of each viable colonial cell was approximately 6 μm for the two strains, which decreased by 50% to only 2–3 μm under SEM, with colonial cells generally appearing as round-shaped with two plastids (Figure 1a,c). SEM observations showed that the flagella and a short haptonema are replaced by two short appendages (0.15–0.45 μm), inserted into the center of the apical pole between the two plastids, and these have a smooth surface without scales (Figure 1b,e). Colonial cells are irregularly inlayed at the periphery of colony (Figure 1c,f).

The phylogenetic tree derived by the ML method is illustrated in Figure 2. The blast result shows an identity percentage of 99.88% and 2 nucleotides (nt) differ between ST and GX strains. Similar 18S rRNA phylogenies were obtained from the ML and BI analysis. The phylogenetic tree was inferred by the ML method with bootstrap values indicated for ML/BI. The phylogeny shows that ST and GX strains belong to the same sub-group within the *P. globosa* clade. Hongkong2, the strain also isolated from the coastal water of South China Sea, belongs to the same sub-group with ST and GX. The other sub-group of the *P. globosa* clade contains five strains isolated from coastal water of Europe. These results suggest that the two study strains are closely related and cannot be well distinguished in morphology and phylogeny.

### 2.2. Growth of Solitary Cells and Colony Formation

The abundance of solitary cells for *P. globosa* ST was significantly higher than that observed for *P. globosa* GX (*p* < 0.05), with the highest ST cell abundance being approximately 8000 cells mL^−1^ (Figure 3a). The number of colonies formed by GX was also lower than that of ST, but the diameter of the GX colonies was much larger than that of observed for the ST colonies (Figure 3b). For example, the average diameter of ST colony is only approximately 300 μm, while that of GX can reach 1.3 cm, spanning two orders of magnitude (*p* < 0.05; Figure 3c,d). This result suggests that there is a great difference in life history between the two strains, where ST is dominated by solitary cells, while GX is dominated by large colonies with almost no solitary cells.

### 2.3. RLCs, PS II Electron Transport Rates and Fatty Acid Profiling

Rapid light-response curves (RLCs) and fatty acid contents were measured for the two strains of colonial cells (ST-C and GX-C). After being cultured for 10 days, no significant differences in the α parameter (initial slope of RLC) or point of light saturation (*I*_k_) were observed between ST-C and GX-C (Figure 4, *p* > 0.05, ANOVA). The maximal relative electron transport rate (*P*_m_, rETR_max_) in the GX-C group was significantly increased (20%) compared to that observed for ST-C (Figure 4, *p* < 0.05, ANOVA,). The RLCs of GX-C were higher than those observed for ST-C, indicating that ST-C had higher photosynthetic activity (Figure 4).

The fatty acid methyl ester (FAME) contents and profiles were further analyzed on the 10th day, and compared between ST-C and GX-C (Table 1). Eight fatty acids were detected in *P. globosa*, including three saturated fatty acids (SFAs), two mono-unsaturated fatty acids (MUFAs) and three polyunsaturated fatty acids (PUFAs). The fatty acid profiles indicated that the fatty acid components of *P. globosa* were C14, C16 and C18, with SFAs accounting for 71–76% of total fatty acids. ST-C also contained MUFAs and PUFAs, similar to GX, but unsaturated fatty acids were not detected in latter strain except for C24:1. Thus, the fatty acid content of GX-C is evidently lower than that of ST-C, which accounted for only 15% of ST-C (Table 1, *p* < 0.05, ANOVA). This result suggests that although GX-C has a greater photosynthetic capacity, the obtained energy is not used to form energy storage materials such as fatty acids.

### 2.4. Transcriptome Analysis

To study the differences in the colonial cells at the transcriptome level, the cultured cells (10 days) were subjected to RNA extraction and transcriptome sequencing analysis. 

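Colonial cells of the GX strain (GX-C) and of the ST strain (ST-C) were compared on day 10, with 3 libraries per strain and ST-C as the control. Expression was followed over 132211 transcript clusters, each of which stands for a gene in the authors' transcript assembly. The authors deposited an expected count and an FPKM value for each cluster in each library. Their tables pair no cluster with a gene name, so the gene names used here are those of the paper's text and Figure 6. Other clusters of a named enzyme cannot be recognised, so named clusters without counts do not show that a strain lacks the enzyme. The expected counts summed to between 19222688 and 23489438 per library, beside the paper's reported range of 25608632 to 31698971 raw reads. The counts were rounded to whole numbers, scaled by TMM and tested with edgeR's quasi-likelihood test, and clusters with few counts were left out by edgeR's filterByExpr. This filter needs enough counts in at least 3 libraries, so a cluster with too few counts to be tested can still have many counts in fewer libraries. Expression per library is given in normalized CPM, which is a count relative to the library total. Where a strain had no count in its 3 libraries, the difference is given as at least a fold, computed against 3 counts summed over that strain's libraries. Such limits and the counting intervals cover counting error only, since PCR reads are not independent molecules. The most frequent count of the ST-C libraries was 22, 20 and 13, above the 3 counts used for a limit. If such a count stands for a single RNA fragment, limits for clusters without ST-C counts are too high.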

Three biological replicates for GX-C and ST-C were used to ensure statistical comparability and the reliability of the data. 

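The libraries of each strain correlated more with one another than with those of the other strain, with higher correlations within GX-C than within ST-C. Across clusters, which are not independent replicates, Pearson's r of log2(CPM + 1) lay between 0.829 and 0.942 within GX-C, between 0.722 and 0.733 within ST-C, and between 0.249 and 0.481 across strains. The pair that differed most in its counts was nevertheless GX-C replicates 1 and 3, with a chi-square per degree of freedom of 406, against 129 and 167 for the other GX-C pairs and 249 to 273 for the ST-C pairs, over clusters with at least 50 counts in the pair. The first principal component, which held 67.3% of the variance, separated the strains. Between 46886 and 63811 clusters were detected per GX-C library and between 49035 and 61372 per ST-C library. Clusters with at least 10 counts in 1 library and none elsewhere numbered 312 to 644 per GX-C library and 6205 to 7364 per ST-C library.
The libraries also differed in 2 measured ways, among the replicates of a strain and between the strains. Among the 11422 clusters with at least 10 counts in every library, the ratio of GX-C replicate 1 to GX-C replicate 3 had separate peaks, with 3238 clusters between -2 and -1 on the log2 scale, 477 between 0 and 1, and 2237 between 2 and 3. The 5276 clusters below 0 had a median log2 ratio of 1.68 between ST-C replicates 2 and 3, and the 5669 clusters above 1 had a median of -1.60. Between ST-C replicates 1 and 3, the medians were -0.90 and -1.16, the same direction in both groups. The groups also differed between the strains, with median log2 ratios of GX-C over ST-C of 1.16 and -0.65. In the ST-C libraries, low counts were rare: 3.13%, 3.28% and 6.69% of the detected clusters had 1 to 9 counts, against 25.6% to 28.2% in the GX-C libraries. The most frequent count was 22, 20 and 13 in ST-C replicates 1, 2 and 3, and 3, 3 and 5 in the GX-C replicates.

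**Figure D1:**
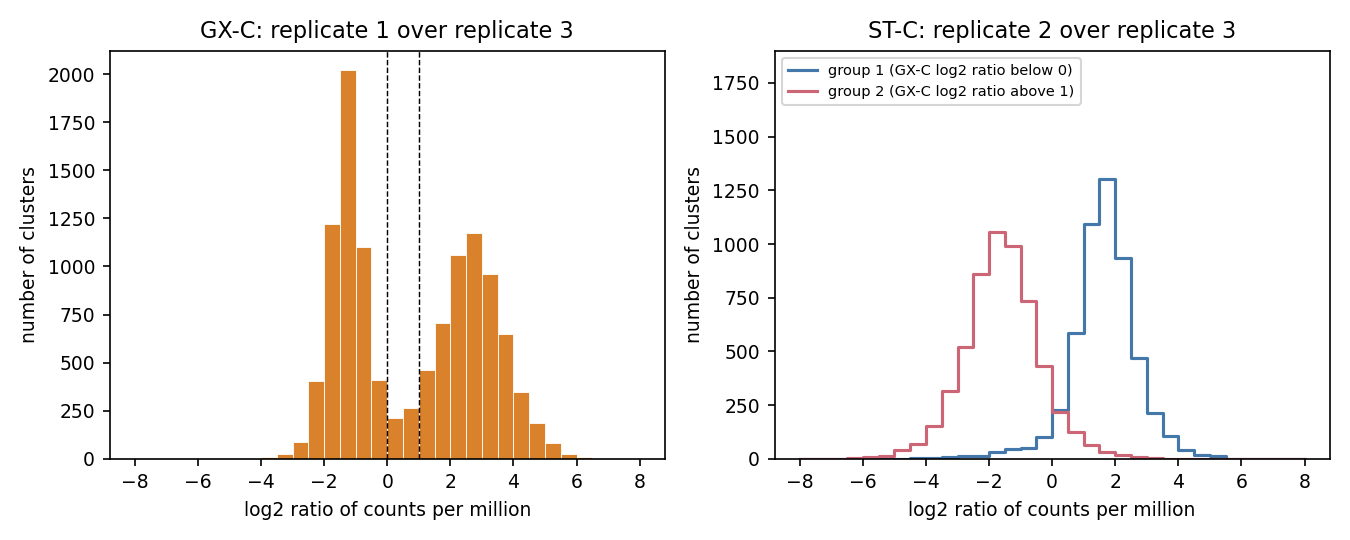
Number of clusters by the log2 ratio of CPM between replicates of GX-C (left) and of ST-C (right), for clusters with at least 10 counts in all 6 libraries. The dashed lines at 0 and 1 set the groups drawn on the right, whose medians are 1.68 (group 1) and -1.60 (group 2).

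**Figure D2:**
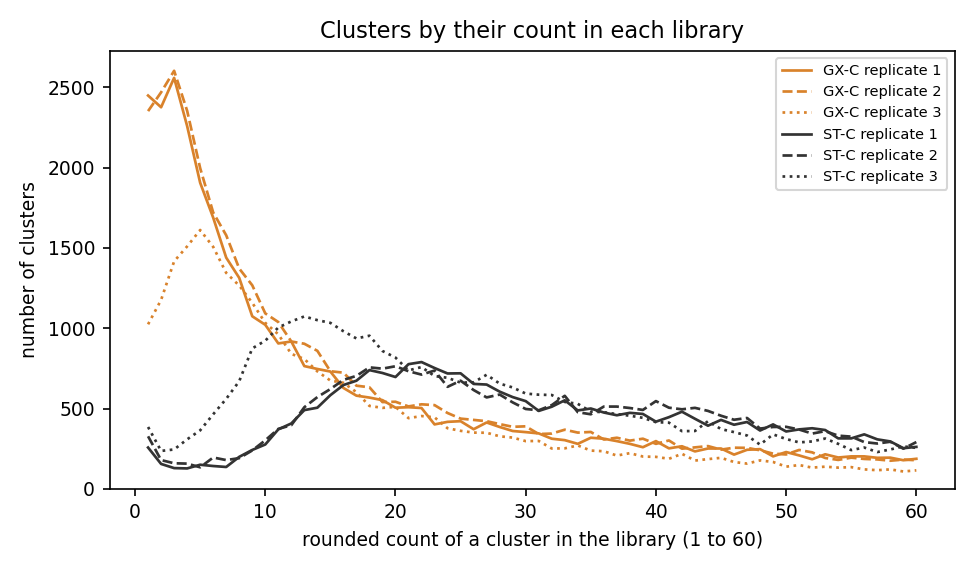
Number of clusters at each rounded count from 1 to 60 in each of the 6 libraries, with GX-C in orange and ST-C in black. The GX-C lines peak at 3 to 5 counts and the ST-C lines at 13 to 22 counts.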

We set ST as the control group, and the change of gene is the difference between GX and ST in the transcriptome. The raw data ranged from 25,608,632 to 31,698,971 reads per sample. After producing more than 24 million clean reads, low-quality and adapter sequences were removed. Subsequently, 38,570 genes were identified as being differentially expressed at significant levels, including 17,402 upregulated genes and 21,162 downregulated genes (Figure 5a). 

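Most clusters that differed between the strains were seen in only 1 of them. Of 50545 clusters tested, 11657 were higher and 14106 were lower in GX-C, at an adjusted p under 0.05 from edgeR and a log2 fold change beyond 2 in size. Of the higher clusters, 10105 (86.7%) had no count in any ST-C library, and of the lower clusters, 10635 (75.4%) had none in any GX-C library. Over all clusters, 16610 had counts in every GX-C library and none in ST-C, and they held 19.5% to 22.1% of the counts of a GX-C library. The reverse held for 11643 clusters, with 8.81% to 13.8% of the counts of an ST-C library. Counting only clusters with at least 10 counts in every library of the strain, these numbered 10680 for GX-C and 10672 for ST-C. The 11422 clusters with at least 10 counts in every library held 64.2% to 73.4% of the counts, and 842 of them were higher and 707 lower.
The direction differed with the cluster's number in the assembly. Of the called clusters whose identifier begins with 41388, a number that holds 94.7% to 96.1% of the counts of a GX-C library and 75.5% to 82.3% of those of an ST-C library, 7930 were higher and 3282 lower. Of all other called clusters, 3727 were higher and 10824 lower (odds ratio 7.02 across clusters, Fisher's exact test, two-sided, p = 1e-300 or less). This test treats clusters as independent replicates, which they are not. The number had been noticed in Figure 6, which was drawn from these same libraries, so the result is not independent evidence. Calls rose in both directions when an ST-C library was left out, and more clusters were then tested. Without ST-C replicate 1, 2 or 3, the clusters higher in GX-C numbered 17624, 21271 and 17307. Those lower numbered 18965, 19641 and 18176, of 62896, 62269 and 61693 tested. With the test run only on clusters that have at least 10 counts in every library, 302 were higher and 797 lower, and the odds ratio for the number 41388 was 68.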

We enriched for differentially expressed genes with Gene Ontology (GO) and observed no significant differences in cellular composition and molecular function. The genetic differences between the two strains were primarily concentrated in biological processes, such as single-organism, metabolic, cellular metabolic processes (Figure 5b).

#### 2.4.1. Enhanced Photosynthesis

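The clusters named for PsbP and PsbU, extrinsic subunits that stabilise the oxygen-evolving complex of photosystem II, were lower in GX-C than in ST-C. PsbP (Cluster-34927.0) had no count in GX-C and 17.7 ± 8.17 CPM (SD, n = 3) in ST-C, which is at least 334-fold lower in GX-C (adjusted p = 0.0036 from edgeR). PsbU (Cluster-63750.1) had 4 counts in GX-C replicate 1, none in the other GX-C libraries and 7.34 ± 1.46 CPM (SD, n = 3) in ST-C. Its log2 fold change was -6.59 (standard error 1.66, adjusted p = 0.00992 from edgeR), and the adjusted p was 0.0568 without GX-C replicate 2. The other photosystem clusters of Figure 6a had too few counts to be tested. PsbQ (Cluster-75348.0), another extrinsic subunit, had 9, 7 and 18 counts in the GX-C libraries and none in ST-C, and PsaF (Cluster-70049.0), a subunit of photosystem I, had 12, 23 and 6 counts in GX-C and none in ST-C. PsbO (Cluster-61043.0) had 75 counts in ST-C replicate 3 and none in any other library. Thus, of 4 clusters of photosystem II, 2 fell and 2 were not tested, and the single cluster of photosystem I was not tested. The study chose these clusters from these libraries, so the count is not independent evidence of a direction.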

The expression of photosystem I (PS I) and photosystem II (PS II) in GX-C did not change significantly relative to that observed for ST-C. Most of the light harvesting center proteins, such as the Light harvest complex (LHCI and LHCII), were upregulated in both PS I and PS II (Figure 6a). During plant photosynthesis, the photons absorbed by LHCII are transferred to the RC via LHCI, with ATP subsequently produced and energy released through a series of electron transfers. The upregulated expression of light absorption protein suggests that GX-C has a greater light absorption capacity, which is consistent with the higher RLCs observed for this strain. 

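Proteins of the light-harvesting complex bind chlorophyll and pass excitation energy to the photosystems. Of their 9 clusters in Figure 6a, 5 rose in GX-C, none fell, 2 did not pass the test and 2 had too few counts to be tested. Without ST-C replicate 2, 8 rose, and without GX-C replicate 2, 3 did. Because the study chose them on these samples, the count is not independent evidence. Summed over the 9 clusters, expression was 1880 ± 1240 CPM (SD, n = 3) in GX-C and 17.6 ± 21.9 CPM (SD, n = 3) in ST-C, a ratio of 107. Replicate 1 was highest in both strains, with 3306, 1135 and 1199 CPM in GX-C and 42.7, 7.24 and 2.68 CPM in ST-C. Most of the sum came from LHCA1 (Cluster-41388.21922) and LHCA2 (Cluster-41388.21130), antenna proteins of photosystem I. LHCA1 had a log2 fold change of 6.51 (standard error 1.55, adjusted p = 0.00815 from edgeR), and LHCA2 one of 8.40 (standard error 1.88, adjusted p = 0.00611 from edgeR). LHCB1 (Cluster-74466.0) and LHCB2 (Cluster-59643.0), antenna proteins of photosystem II, had no count in ST-C and were at least 121-fold and at least 32.7-fold higher in GX-C. LHCA5 (Cluster-58205.0) was at least 19.6-fold higher, with 14 to 19 counts per GX-C library. These counts are near the most frequent count of the ST-C libraries (22, 20 and 13), so this limit may be much too high. Without GX-C replicate 2, the calls of LHCA5 and LHCB2 were lost (adjusted p = 0.0834 and 0.078 from edgeR), and without GX-C replicate 1 that of LHCA5 (adjusted p = 0.06). From the higher expression of the light absorption proteins, the paper proposes that GX-C has a greater capacity to absorb light, and sets this beside its rapid light-response curves.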

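The clusters named for ferredoxin and FNR, which carry electrons from photosystem I to NADPH, were lower in GX-C than in ST-C. The cluster named for plastocyanin, which carries electrons to photosystem I, was seen in GX-C alone at counts too low to test. The ferredoxin clusters Cluster-25135.0 and Cluster-38557.0 had no count in GX-C and were at least 120-fold and at least 80.7-fold lower (adjusted p = 0.00935 and 0.00491 from edgeR). Of the FNR clusters, Cluster-34545.1 had no count in GX-C and was at least 306-fold lower (adjusted p = 0.0036 from edgeR). Cluster-62284.1 had a log2 fold change of -5.76 (standard error 1.64, adjusted p = 0.019 from edgeR), and its call was lost without GX-C replicate 1 (adjusted p = 0.0712) or GX-C replicate 2 (adjusted p = 0.085). Plastocyanin (Cluster-69721.0) is also drawn in Figure 6a as ATPF1A of the F-type ATPase. It had 5, 16 and 13 counts in the GX-C libraries and none in ST-C, which is at least 13.9-fold higher. That limit rests on 3 ST-C counts, under the most frequent count of an ST-C library, and may be much too high. All 4 clusters of ferredoxin and FNR fell over all clusters tested, and 4 fell when adjusted over the list alone. The list comes from these same samples and is not independent evidence. Every ST-C library lay above every GX-C library in the summed ferredoxin and in the summed FNR clusters (two-sided exact permutation test, p = 0.1 for each, the smallest that 3 against 3 libraries allow).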

Upregulation of the electron transporter plastocyanin also suggested that the photosynthesis apparatuses may be enhanced, but the expression of genes encoding chloroplast ferredoxins (FD, 25135.0; 38557.0) and ferredoxin-NADP^+^ reductase (FNR, 34545.1; 62284.1) were also downregulated. Ferroredoxin is the last electron carrier that receives the electrons generated by the photostimulated light system and transfers them to FNR to produce NADPH in the process of noncyclic photophosphorylation. Thus, downregulation of the gene encoding FNR suggests a decrease in NADPH levels.

#### 2.4.2. Enhanced Fatty Acid Degradation and Suppressed Fatty Acid Biosynthesis

Suppressed fatty acid biosynthesis and enhanced fatty acid degradation were observed in GX-C (Figure 6b). 

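In GX-C, most tested clusters of fatty acid biosynthesis fell and most of fatty acid degradation rose. Of the 26 biosynthesis clusters that could be tested, 20 fell, 4 rose and 2 did not pass. Of the 23 degradation clusters tested, 16 rose, 5 fell and 2 did not pass. Figure 6b and the text name 35 and 27 clusters for these pathways, of which 8 and 1 had too few counts to be tested and 1 and 3 were not analysed here. The study picked the clusters from these libraries, so neither count is independent evidence of a direction. Every biosynthesis cluster that rose is numbered 41388, and most that fell are not. In degradation, all that rose but ACADM Cluster-75029.0 are numbered 41388, and all that fell but ACAA1 Cluster-41388.1621 are not. The same imbalance held over all called clusters (odds ratio 7.02), so these counts do not separate the pathway from the cluster number. Without GX-C replicate 2, 2 biosynthesis clusters rose. The clusters that rose among those of biosynthesis include both of ACAC, the multifunctional acetyl-CoA carboxylase that forms malonyl-CoA. Cluster-41388.26102 had no count in ST-C and was at least 2090-fold higher (adjusted p = 0.0036 from edgeR). Cluster-41388.27814 had a log2 fold change of 3.41 (standard error 1.12, adjusted p = 0.0358 from edgeR), and its call was lost without GX-C replicate 2 (adjusted p = 0.0826), GX-C replicate 3 (adjusted p = 0.112), ST-C replicate 1 (adjusted p = 0.0525) or ST-C replicate 3 (adjusted p = 0.0881).

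**Figure D3:**
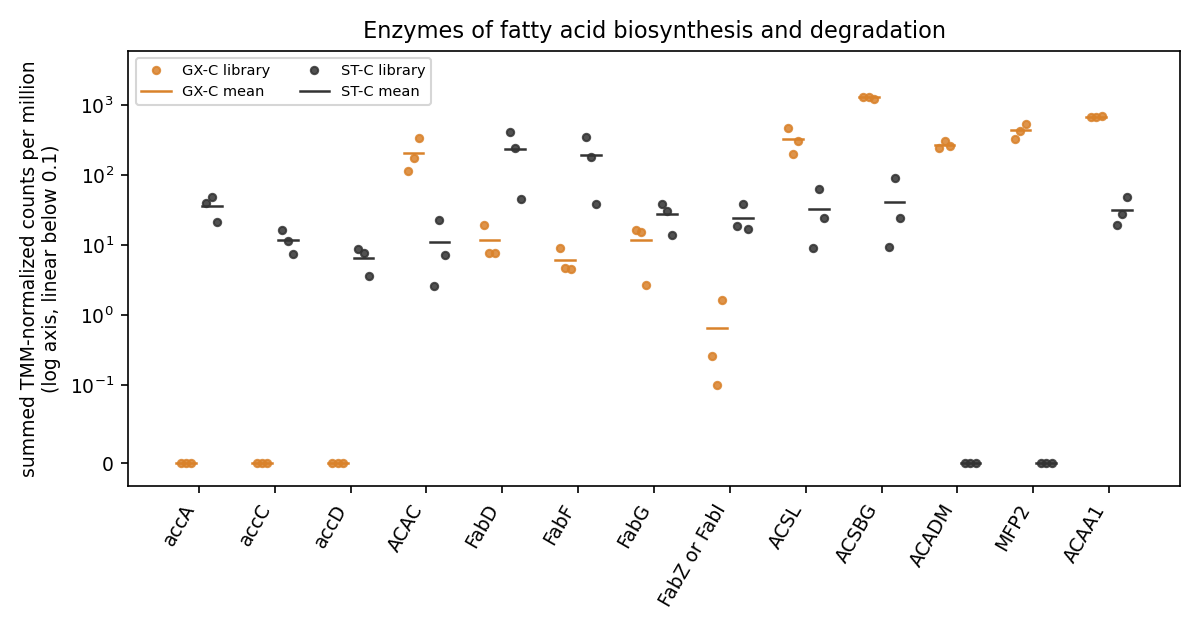
Normalized CPM summed over the clusters of each enzyme, on a log axis that is linear below 0.1. Points are the 3 libraries of GX-C (orange) and of ST-C (black) and lines are their means; accA, accC and accD are at 0 in GX-C, and ACADM and MFP2 are at 0 in ST-C.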

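The named clusters of the multi-subunit acetyl-CoA carboxylase, which forms malonyl-CoA for fatty acid chains, were counted in ST-C libraries alone. Of its 8 clusters, 6 fell in GX-C and 2 had too few counts to be tested, and none of the 8 had a count in GX-C. Their summed expression in ST-C was 55.0 ± 19.5 CPM (SD, n = 3). The most abundant, accA Cluster-41388.1520, was at least 578-fold lower in GX-C (adjusted p = 0.0036 from edgeR). The accC clusters that fell were at least 82-fold and at least 124-fold lower, and the accD clusters Cluster-35245.1 and Cluster-36519.0 were at least 74.7-fold and at least 25.8-fold lower. The call of Cluster-36519.0, with 12 to 48 counts per ST-C library, was lost without GX-C replicate 2 (adjusted p = 0.059 from edgeR). The choice of these clusters was made on the same libraries and is not independent evidence.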

The expression of acetyl-coenzyme carboxylase (*accA*, *accC* and *accD*), an important regulatory enzyme in the fatty acid synthesis, was significantly downregulated. Most notably among these genes, the *accD* gene (41388.39699) was downregulated 20-fold compared to GX (Figure 6b). 

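The accD cluster Cluster-41388.39699 encodes the carboxyltransferase beta subunit of acetyl-CoA carboxylase. It was counted in 1 of the 6 libraries: ST-C replicate 1 had 76 counts, and the other ST-C libraries and all GX-C libraries had none. This is at least 20.6-fold lower in GX-C over the 3 libraries of each strain, and the value rests on ST-C replicate 1. The cluster had too few libraries with counts to be tested with edgeR. Among the clusters detected in that library, the most frequent count was 22 and the median count 54.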

The fatty acid synthase (FAS) of plants functions within fatty acid synthase system II, including β-ketoacyl-ACP synthase (FabH), β-ketoacyl-ACP reductase (FabG), β-hydroxyacyl-ACP dehydratase (FabZ) and enoyl-ACP reductase (FabI). Unlike the mammalian type I system, which uses a large multifunctional enzyme, the type II system uses a series of monofunctional proteins that each catalyze one step in the biosynthesis pathway [13]. 

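The enzymes of the type II fatty acid synthase build the acyl chain in single steps: FabD loads malonyl groups, FabF condenses, FabG reduces, and FabZ and FabI dehydrate and reduce. Most of their tested clusters were lower in GX-C. Of 18 tested, 14 fell, 2 rose and 2 did not pass. In Figure 6b they number 25, of which 6 had too few counts and 1 was not analysed here. The set was selected on these samples, so the count is not independent evidence. By far the most abundant were FabD Cluster-41388.38077, with 2.18 ± 2.34 CPM in GX-C and 217 ± 183 CPM in ST-C (SD, n = 3), and FabF Cluster-28207.1, with 1.00 ± 0.506 CPM in GX-C and 149 ± 147 CPM in ST-C (SD, n = 3). Their log2 fold changes were -6.64 (standard error 1.54, adjusted p = 0.00722 from edgeR) and -7.21 (standard error 1.36, adjusted p = 0.00361 from edgeR). The FabG clusters that fell were at least 69.5-fold to at least 299-fold lower. Those that rose were FabD Cluster-41388.9438, at least 224-fold higher, and FabF Cluster-41388.22024, at least 34.8-fold higher, whose call was lost without GX-C replicate 2 (adjusted p = 0.0596 from edgeR).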

Another important enzyme in fatty acid synthesis was also generally downregulated in our study. 

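The named clusters of fatty acid beta-oxidation enzymes were strongly expressed in GX-C and largely without counts in ST-C. All 5 clusters of ACADM, the dehydrogenase that opens each cycle, had no count in ST-C and were at least 320-fold to at least 2040-fold higher in GX-C (adjusted p = 0.0036 from edgeR for each). Their summed expression in GX-C was 272 ± 33.5 CPM (SD, n = 3). MFP2 (Cluster-41388.22195), which hydrates and oxidises the intermediate, was at least 9770-fold higher, and a second cluster, Cluster-55953.0, had 9, 36 and 23 counts in GX-C and was not tested. Clusters of ACAA1, the thiolase that releases acetyl-CoA, moved both ways: 2 rose and 4 fell, and 2 that Figure 6b draws were not analysed here. Cluster-41388.23241 was at least 14500-fold higher, with 637.9 ± 6.10 CPM (SD, n = 3) in GX-C. Cluster-49895.0 had 1 count in GX-C and 1478 in ST-C, a GX-C to ST-C ratio of 0.00083 (95% counting interval 0.000021 to 0.00463; log2 fold change -9.78, standard error 1.69, adjusted p = 0.0036 from edgeR). All of these clusters were chosen by the study on these libraries, and their directions are not independent evidence.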

Genes coding for nearly all the enzymes throughout the fatty acid degradation pathway were consistently upregulated, including acyl-CoA synthetase (ACS), acyl-CoA dehydrogenase (ACADM) and acetyl-CoA acyltransferase 1 (ACAA1). 

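Acyl-CoA synthetases, which activate fatty acids for degradation, mostly rose in GX-C. Of 11 clusters tested, 8 rose, 1 fell and 2 did not pass, with the caution that the study selected them on these samples, so that this is not independent evidence. ACSBG Cluster-41388.23014 was the most abundant, with 797.5 ± 98.5 CPM (SD, n = 3) in GX-C and no count in ST-C, at least 18200-fold higher (adjusted p = 0.0036 from edgeR). ACSBG Cluster-41388.21236 had 586, 397 and 27 counts in the GX-C libraries and none in ST-C, at least 413-fold higher (adjusted p = 0.00489 from edgeR). ACSBG Cluster-41388.19161, the only ACSBG cluster of Figure 6b with counts in ST-C, had a log2 fold change of 2.58 (standard error 0.97, adjusted p = 0.06 from edgeR; 0.00537 from DESeq2). Of the ACSL clusters, 3 rose, and Cluster-33217.0 was at least 60.8-fold lower. ACSL Cluster-41388.22647, which Figure 6c also draws as ALG9, had a log2 fold change of 5.84 (standard error 1.93, adjusted p = 0.0365 from edgeR), a call lost without any 1 of the GX-C libraries (adjusted p = 0.119, 0.0722 and 0.0521) or without ST-C replicate 3 (adjusted p = 0.0702). ACSL Cluster-41388.27322, with a log2 fold change of 3.31 (standard error 0.88, adjusted p = 0.0137 from edgeR), was not called without GX-C replicate 1 (adjusted p = 0.0615) or GX-C replicate 2 (adjusted p = 0.0668). The identifier Cluster-46738.21248 was not analysed here.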

ACS homologous proteins comprise the long-chain acyl-CoA synthetase (ACSL, 46738.21248) and bubblegum (ACSBG, 41388.21236) subfamilies that activate long-chain and very-long-chain fatty acids to form acyl-CoAs (Figure 6b). Suppressed fatty acid biosynthesis and enhanced fatty acid degradation leads to a sharp decrease in fatty acid content, which is consistent with our physiological data.

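Summed over their clusters, the enzymes of the fatty acid synthase were on average higher in ST-C and those of fatty acid degradation in GX-C, while ACAC, a biosynthesis enzyme, was on average higher in GX-C. All of these sums cover only clusters that the study chose on these libraries, so they are not independent evidence of a direction. The fatty acid synthase clusters summed to 30.2 ± 14.7 CPM (SD, n = 3) in GX-C and 480 ± 355 CPM (SD, n = 3) in ST-C, and each ST-C library lay above each GX-C library. ACSBG summed to 1290 ± 61.2 CPM in GX-C and 41.4 ± 43.0 CPM in ST-C (SD, n = 3). ACAA1, whose clusters moved both ways, summed to 690 ± 17.7 CPM in GX-C and 32.0 ± 15.2 CPM in ST-C (SD, n = 3). ACAC summed to 210 ± 116 CPM in GX-C and 11.0 ± 10.8 CPM in ST-C (SD, n = 3). From lower biosynthesis and higher degradation, the paper concludes that the fatty acid content falls sharply, and sets this beside its measured fatty acid contents.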

#### 2.4.3. Increased Exopolysaccharide Biosynthesis

The synthesis of exopolysaccharide can be divided into three stages. 

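PGM, which interconverts glucose 6-phosphate and glucose 1-phosphate, rose in GX-C in the 2 clusters that could be tested. Cluster-76567.0 had 59, 294 and 292 counts in the GX-C libraries and none in ST-C, at least 264-fold higher (adjusted p = 0.00362 from edgeR). Cluster-41388.19303, which Figure 6c draws, had 202 ± 105 CPM in GX-C and 28.4 ± 22.6 CPM in ST-C (SD, n = 3) and a log2 fold change of 2.83 (standard error 0.93, adjusted p = 0.0353 from edgeR). Its call was lost without any 1 of the GX-C libraries (adjusted p = 0.0572, 0.103 and 0.104) and without ST-C replicate 1 (adjusted p = 0.0591) or ST-C replicate 3 (adjusted p = 0.086), and with scaling by library size only (adjusted p = 0.0599) or by upper-quartile factors (adjusted p = 0.0531). Cluster-7557.0 had 30 counts in ST-C replicate 3 and none in any other library, while Cluster-75557.0 of Figure 6c had 9, 18 and 9 counts in GX-C and none in ST-C; neither was tested. HK, hexokinase, which phosphorylates glucose (Cluster-73956.0), had 13, 5 and 0 counts in GX-C and none in ST-C, and was not tested (two-sided exact permutation test, p = 0.4). The study took these clusters from the same libraries, so their direction is not independent evidence.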

First, sucrose is converted to Glc-1P and Man-6P, and many genes encoding the enzymes responsible for these reactions are upregulated, such as PGM (76567.0, 7557.0) during these processes, which isomerizes Glc-6P to Glc-1P, and HK (73956.0) also take parts in the biosynthesis of Glc-6P. UDP-glucose, a sugar donor of glyconucleotides, is synthesized in vivo by UDP-sugar pyrophosphorylase (USP, 41388.15749). 

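USP, which makes UDP-glucose and other UDP-sugars, was on average higher in GX-C, but the cluster named here varied widely among the ST-C libraries. Cluster-41388.15749 had 267 ± 146 CPM in GX-C and 27.7 ± 36.7 CPM in ST-C (SD, n = 3), a log2 fold change of 3.27 (standard error 1.26), which did not pass (adjusted p = 0.0645 from edgeR). Its counts were 2324, 5299 and 6817 in GX-C and 73, 1545 and 239 in ST-C, so that every GX-C library lay above every ST-C library (two-sided exact permutation test, p = 0.1, the smallest possible here). It passed without ST-C replicate 2 (adjusted p = 0.00212 from edgeR), and with DESeq2 (adjusted p = 0.00277), RLE factors (adjusted p = 0.024), no filter (adjusted p = 0.0301) or limma on log2 FPKM with a pseudocount of 0.1 or 1 (adjusted p = 0.0432 and 0.0303). Of the other USP clusters of Figure 6c, Cluster-41388.4829 was at least 267-fold higher (adjusted p = 0.0036 from edgeR) and Cluster-23897.0 at least 101-fold lower (adjusted p = 0.00405 from edgeR). Summed over 5 clusters, USP was 300 ± 131 CPM in GX-C and 33.9 ± 33.9 CPM in ST-C (SD, n = 3), a ratio of 8.85. The ST-C mean rests mostly on replicate 2, with 9.04, 72.5 and 20.3 CPM in replicates 1, 2 and 3. The study chose the summed clusters on these libraries, so the ratio is not independent evidence.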

Second, UDP-Gal is converted to NDP-sugar, and Man-1P is indirectly converted to GDP-Man. Genes encoding GALE (41388.35035, 41388.12882) were significantly upregulated, but those encoding GMDS (45241.0) and GMPP (32270.0, 33011.0) were downregulated during this process. 

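The clusters named for GMDS and GMPP, which make GDP-sugars from mannose 1-phosphate, were counted in ST-C and not in GX-C. Whether other clusters of these enzymes were counted in GX-C cannot be told without names for the remaining clusters. GMDS Cluster-45241.0, a GDP-mannose dehydratase, was at least 281-fold lower in GX-C (adjusted p = 0.00609 from edgeR), and Cluster-25060.0 and Cluster-32411.1 of Figure 6c were at least 50.8-fold and at least 57-fold lower. GMPP, which forms GDP-mannose, was at least 187-fold lower in Cluster-32270.0 and at least 158-fold lower in Cluster-33011.0 (adjusted p = 0.0036 and 0.00362 from edgeR). In each of these enzymes every ST-C library lay above every GX-C library in the clusters that the text names (two-sided exact permutation test, p = 0.1 for each). The study chose the clusters on these libraries, so this is not independent evidence.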

Based on UDP-Glc and guanosine diphosphate mannose (GDP-Man), other NDP sugars are further converted through the action of NDP-sugar interconversion enzymes [14]. Finally, various NDP-sugars form growing polysaccharide chains by the action of glycosyltransferases (GTs) that were notably upregulated, such as ALG7 (73869.0), ALG13 (71877.1), ALG1 (75759.1), and ALG2 (41388.21383).

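Glycosyltransferases of the ALG family, which assemble the lipid-linked sugar chain, mostly rose in GX-C, and several had no count in ST-C. Of the 4 clusters named in the text, 3 rose over all clusters tested and 4 when adjusted over the list alone, which is not independent evidence because the study chose them on these samples. ALG7 (Cluster-73869.0), which starts the chain, was at least 46.2-fold higher (adjusted p = 0.00382 from edgeR), and its call was lost without GX-C replicate 2 (adjusted p = 0.0542). ALG1 (Cluster-75759.1) and ALG2 (Cluster-41388.21383), which add mannose, were at least 99.8-fold and at least 116-fold higher (adjusted p = 0.0036 from edgeR for each). ALG13 (Cluster-71877.1), which adds N-acetylglucosamine, had 323, 612 and 525 counts in GX-C and 0, 74 and 60 in ST-C, with a log2 fold change of 3.77 (standard error 1.56, adjusted p = 0.0821 from edgeR; 0.0032 from DESeq2). It passed without ST-C replicate 1 (adjusted p = 0.0243) or ST-C replicate 2 (adjusted p = 0.0195). Of the 11 ALG clusters of Figure 6c, 7 rose, none fell, 3 did not pass and 1 was not analysed here. Of those that rose, Cluster-41388.22647 is drawn both as ALG9 and as ACSL, and Cluster-41388.17885 both as ALG3 and as GANAB.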

## 3. Methods

### 3.1. Cultures and Culturing Conditions

The pure culture of *P. globosa* GX strain (collected in Guangxi 2017) and ST strain (collected in Shantou 2003) were conserved in the Algae species preservation room of the Research Center for Harmful Algal and Marine Biology of Jinan University. Cultures were maintained at 20 °C, 12:12 h light:dark cycle with PAR approximately 80–100 µmols^−1^ m^−2^. Solitary and colonial cells were separated by filtering the stock culture through a 20 μm sieve. The cells were centrifuged (5000 rpm, 10 min) and then frozen stored at −80 °C for RNA extraction.

### 3.2. Morphological Observation by Using of Light Microscopy and Scanning Electron Microscopy

Both strains were evaluated under an inverted light microscope (LM, Olympus-CKX41, Tokyo, Japan) in late exponential growth stage. Algae were centrifuged, and the pelleted cells were washed with 0.1 mol/L of phosphate buffer (pH 7.2). Subsequently, the cells were fixed with glutaraldehyde (2.5% final concentration) and refrigerated at 4 °C for 10 h. Alga were transferred to a holder containing a filter membrane (1 μm), and the samples were dehydrated with ethanol (through the sequence 20%, 40%, 50%, 60%, 80%, 90%, 100%). Subsequently, the filter was dried, a dehydrating agent was used to eliminate residual moisture, and the cells were then coated with gold and observed under a scanning electron microscope (SEM, Zeiss SIGMA 500, Oberkochen, Germany). Sixty cells were randomly selected to calculate the average diameter under light microscope, and 30 cells were examined under SEM.

### 3.3. DNA Extraction and Phylogenetic Analyses

DNA of *P. globosa* was extracted by using a plant DNA Extraction Kit (Takara, Japan) and PCR amplification using the primers l8SF (5′-CCTGGTTGATCCTGCCAG-3′) and l8SR 5′-(TTGATCCTTCTGCAGGTTCA-3′) [15], and repeated three times. The PCR thermocycling conditions involved 95 °C for 5 min; 35 cycles at 94 °C for 45 s; 55 °C for 45 s; 72 °C for 90 s; and finally at 72 °C for 10 min.

The PCR products were purified by PCR MasterMix kit (Sangon, China) and sent to Sangon Biotechnology Co., Ltd. for sequencing. After manual proofreading, the sequence was searched using BLAST in GenBank. Additional 18S rRNA sequences representing *P. globosa* from different regions were retrieved from GenBank for phylogenetic analysis. *Emiliania hyxleyi* (Noelaerhabdaceae, Prymnesiophyceae) was used as the out-group in Bayesian reconstruction using MrBayes 3.2 with the selected substitution model (SYM+G) [16]. Maximum likelihood (ML) were analyzed on the T-REX web server with GTR+G [17]. 

### 3.4. Algal Growth Analysis

Solitary cells of ST and GX strains were individually maintained in Erlenmeyer flasks in triplicate containing fresh prepared f/2 medium. The experiments were initiated with density of 10^3^ cells ml^−1^ [18]. During the experiment, the conical flasks were shaken daily to evenly distribute the *P. globosa* cells and reduce their adherence to the flask wall. All incubation lasted for 10 days. Samples were withdrawn every 2 days and fixed with Lugol’s solution. The abundance of solitary cells, colony diameters and colonies numbers were determined using a counting chamber under an inverted microscope (LM, Olympus-CKX41, Tokyo, Japan). 

### 3.5. Rapid Light-Response Curve (RLC) and Fatty Acid Profiling Analyses

To measure the photosynthetic efficiency of two strains algae, chlorophyll fluorescence measurements were performed via chlorophyll fluorescence meter (PAM-2100, Walz, Germany) connected to an excitation-detection unit (ED-101US /M, Walz, Germany). Curve fitting was performed using Statistica based on the formula described by Platt (1982) (*P* = *P_m_* (1 − e ^− α×PAR/ Pm^) e ^− β×PAR/ Ps^) [19]. *P* is the relative electron transfer rate; *P*_m_ is the maximum potential electron transfer rate without photoinhibition; α is the initial slope of the *P*-*I* curve; and β is the light suppression parameter.

A modified Bligh Dyer (m-BD) method (1959) was used to extract total fatty acids from colonial cells [20]. The algae powder (0.2g) was added mixed solvent (10 mL, chloroform: methanol: distilled water = 1:2:0.8), 40 kHz ultrasonic treatment for 5 min, 5,000× g centrifugation for 5 min, and the supernatant was collected. The sodium chloride (1 mL, 5%) was added, mixed and set aside. The total fatty acids in the chloroform layer were obtained by rotary evaporator. Fatty acid was tested by gas chromatography mass spectrometry (Agilent Technologies, Palo Alto, CA, USA). Heptadecanoic acid (C17:0, Sigma, USA) was used as a standard to determine the fatty acid, and analysis was performed as described in Lu (2014) [13]. The lipid unsaturation (DLU) was calculated in the light of the equation: (DLU(▽/mole) = [1.0 × (% monoene) + 2.0 × (% diene) + 3.0 × (% triene)]/100) [21].

### 3.6. RNA Exaction, Data Filtering and Mapping

For RNA exaction, samples were resuspended in 2 mL of RNA extraction buffer (1:1 mix of aqua-phenol and buffer L and then incubated with DNase I (Takara, Japan) for 30 min at 37 °C to remove genomic DNA. The RNA quality analysis, library construction, sequencing, data filtering and mapping were performed by Novogene Bioinformatics Technology Co., Ltd. (Beijing, China). The data discussed in this publication have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO accession number GSE141662 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141662).

### 3.7. Quantification of Gene Expression Levels and Differential Expression Analysis

Differential expression analysis of GX and ST colonial cells was performed using samples with biological replicates with the DESeq R package (1.10.1). DESeq provides statistical routines for determining differential expression from digital gene expression data using a model based on the negative binomial distribution. The resulting *p*-values were adjusted using the Benjamini and Hochberg (1995) approach to control the false discovery rate [22,23]. Differentially expressed genes (DEGs) were identified with DESeq using the criteria |log_2_ fold change| > 2 and *p*-value < 0.05. The functional classification of DEGs was performed according to gene ontology (GO) annotations, and the pathway analysis was carried out according to KEGG.

### 3.8. Statistical Analysis

Data were calculated from three replicates per alga strain (GX and ST) and are presented as means ± standard error. Significant differences between solitary and colonial cells were determined using one-way analysis of variance (ANOVA) with SPSS 22.0 version (IBM, Armonk, NY, USA), and statistical significance was set at a *p*-value < 0.05 compared with the control (Dong et al., 2019).

## 4. Discussion

The primary reason for the frequent outbreak of *P. globosa* blooms on the southeastern coast of China is the formation of colonies [10]. Thus, studying the mechanism of *P. globosa* colony formation has become important. Although no differences in morphology and 18S rRNA sequences of these cells were observed, the colonies of GX strain are 30 times larger than those produced by the ST strain. The 18S rRNA gene is potentially conserved also. When compared to other rRNA genes such as 28S rRNA gene or the ITS, Medlin (2007) observed that ITS1 exhibits substantial inter- and intraspecific sequence divergence and provided more resolution among strains [15]. However, strains assayed in this study differ greatly in life history, with GX primarily behaving as macrocolonies, while ST primarily behaves as solitary cells. Different life histories may be caused by different environmental conditions. Colony formation can be influenced by many factors, such as nutrients, zooplankton feeding, and temperature [24,25]. The macrocolonies of *P. globosa* strains may be due to the heteromorphic life cycle of this species, in which haploid and diploid cells can reproduce sexually [26,27], since the process of sexual reproduction can lead to gene exchange and fusion between different cells. Many studies have found that colonies of *P.* *globosa* become smaller after several months when cultured in the lab [28], but the GX strain can still form large colonies (maximum 2 cm) when cultured in the lab even after 2 years. The differences between *P. globosa* strains with respect to their colony formation may provide a breakthrough in the study and understanding of the mechanism of *P. globosa* colony formation. By comparing the transcriptomes of the two strains, we can assess the differences in their metabolic pathways and identify the key genes affecting the formation of colonies.

The relative electron transport rate (rETR) measured by fluorescence reflects not only the photosynthetic capacity of cells, but also the *P*-*I* curve, which is an effective alternative to traditional methods. We observed that GX-C has a greater photosynthetic ability than ST-C, meaning that GX-C can fix more carbon. The transcriptome results showed that *LHC* gene expression was significantly upregulated in GX-C, indicating enhanced light absorption. LHC contains three transmembrane helices, and the binding sites for chlorophyll a, chlorophyll b and lutein, and LHC can be divided into two subclasses: LHCI and LHCII [29]. The absence of an *Lhca* gene can cause the loss of all LHC I proteins, thus reducing the absorption and transmission of light energy in *Chlamydomonas* [30]. Andersson (2003) showed that the chlorophyll content of *Arabidopsis thaliana* decreased with the absence gene of *LHCB1* and *LHCB2* [31]. Although the light saturation point did not change, the photosynthetic efficiency decreased by 10–15%. Interestingly, the genes encoding components for the last portion of the photosynthetic electron transport were downregulated, including ferredoxin, FNR and ADP/ATP transporters. 

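Figure 6a assigns 4 tested clusters to the F-type ATPase, which makes ATP from the proton gradient. All were lower in GX-C than in ST-C, but they include both ferredoxin clusters. Of 7 clusters, 4 fell, 2 had too few counts to be tested and 1 was not analysed here. The study chose them on these libraries, so this is not independent evidence. The beta subunit cluster Cluster-47122.3 had 1.18 ± 0.985 CPM in GX-C and 73.5 ± 65.1 CPM in ST-C (SD, n = 3), a log2 fold change of -5.96 (standard error 1.38, adjusted p = 0.00702 from edgeR). Cluster-43258.1, also drawn as the beta subunit, was at least 65.5-fold lower (adjusted p = 0.0109 from edgeR). Both calls were lost without GX-C replicate 2 (adjusted p = 0.0523 for Cluster-47122.3 and 0.0501 for Cluster-43258.1). The other clusters that fell carry the same identifiers as the ferredoxin clusters, so the figure gives them for a pair of enzymes. Under the ATPase the figure draws them as higher. The untested Cluster-69721.0, drawn as ATPF1A and also as plastocyanin, had 5, 16 and 13 counts in GX-C and none in ST-C. No identifier of an ADP/ATP transporter is given in the paper's text.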

Previous studies on diatoms have shown that nitrogen deficiency leads to an inhibition of photosynthetic proteins, including FNR [32]. The decrease in ferredoxin levels may be due to the decrease of nitrogen content caused by continuous culturing. Except for the energy transferred by ferredoxin, ATP and NADP can be generated by glycolysis, the TCA cycle and activated oxidative phosphorylation. This phenomenon of inconsistent regulation of photosynthetic system has also been observed in a study of lipid accumulation in *Coccomyxa subellipsoidea* C-169 under high CO_2_ conditions, which is believed to be a unique mechanism for algae to adapt to rapid growth and lipid accumulation [33]. Enhancement of photosynthesis provides guarantees for maintaining rapid growth and releasing exopolysaccharides in large colonies even if some photosynthetic genes are downregulated. Despite the greater photosynthetic capability of GX-C, we observed that its fatty acid contents were actually lower. The genes encoding ACC (*accA*, *accC* and *accD*), an important enzyme in fatty acid synthesis, were shown to be significantly downregulated. The ACC enzyme in plants has been heavily investigated, and the overproduction of ACC in *Brassica napus* L has been shown to increase the lipid content by 6% [34]. Wang (2018) showed that the upregulation of ACC in proteome of the oleaginous microalga *Auxenochlorella protothecoides* led to an increase in fatty acid production under high-temperature conditions [35]. Interestingly, if only fatty acid synthesis pathways were downregulated, the algae sometimes did not have lower fatty acid levels. We also observed upregulation of the fatty acid metabolic pathway of GX-C, including the levels gene code of ACS, ACADM, ACAA1 and MFP2. The acyl-CoA synthetase (ACS) is a key enzyme in fatty acid decomposition. After knocking out the acyl carrier protein synthase in *Synechococcus* sp. and *Synechococcus elongatus*, an enzyme that is highly homologous to ACS, Kaczmarzyk (2010) showed that the levels of free fatty acids in cells increased significantly [36]. It is widely assumed that any physiological advantage must have a trade-off in metabolic costs [37]. The fatty acid synthesis pathway was significantly downregulated, and the fatty acid decomposition pathway was significantly upregulated in GX-C, suggesting that the content of fatty acids was lower in the cells forming large colonies. *P. globosa* can form large colonies, and the mucilaginous matrix can account for more than 50% of the total carbon in a colony [38]. The distribution of limited energy to promote the formation of colonies rather than the synthesis of energy storage materials may be an effective survival strategy.

The success of *P. globosa* in the environment is primarily attributed to its ability to form colonies. Hamm (1999) observed that the primary components of the outer colony are polysaccharides that are tough, elastic, transparent and have large pores on the surface [39]. Polysaccharide production pathways are conserved across prokaryotes and eukaryotes, with monosaccharides being converted to nucleotide sugars that are assembled into polysaccharides by the activity of glycosyltransferases (GTs) [40,41]. We observed that the polysaccharide synthesis pathway genes of GX strain were generally upregulated compared with ST strain and attempted to identify the key genes responsible for controlling exopolysaccharide secretion, which are key to colony formation. 

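In Figure 6c, clusters of sugar nucleotide synthesis moved both ways in GX-C, and most tested clusters of glycosyltransferases and glucosidase rose. Of the 17 tested clusters of sugar nucleotide synthesis, 5 rose, 6 fell and 6 did not pass. None of those that fell is numbered 41388, the number under which most called clusters were higher. Those that rose lie both within and outside that number. Of the 12 tested clusters of glycosyltransferases and glucosidase, 8 rose, none fell and 4 did not pass, and 5 rose without GX-C replicate 2. The study selected these clusters on the same samples, so the counts are not independent evidence, and without ST-C replicate 2 the clusters of sugar nucleotide synthesis that rose numbered 10. GK (Cluster-41388.2793), a sugar kinase that the legend of Figure 6 gives as galactokinase and the paper's text as glucokinase, had 14.0 ± 1.89 CPM (SD, n = 3) in GX-C and no count in ST-C, at least 315-fold higher (adjusted p = 0.0036 from edgeR). PMM, which makes mannose 1-phosphate, rose in Cluster-53168.0, at least 250-fold higher (adjusted p = 0.0036 from edgeR). In Cluster-41388.26723 it had a log2 fold change of -2.26 (standard error 0.83, adjusted p = 0.0544 from edgeR; 0.00677 from DESeq2). TSTA3, which makes GDP-fucose, had a log2 fold change of -1.99 in Cluster-41388.33373 (standard error 0.74, adjusted p = 0.0566 from edgeR; 0.0148 from DESeq2). GANAB, a glucosidase that trims glycans, rose in Cluster-41388.37937, at least 268-fold higher, and in Cluster-41388.17885, which is also drawn as ALG3, with a log2 fold change of 2.44 (standard error 0.84, adjusted p = 0.042 from edgeR). The latter call was lost without any 1 of the GX-C libraries (adjusted p = 0.0697, 0.131 and 0.103), and under 12 of 20 settings in all.

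**Figure D4:**
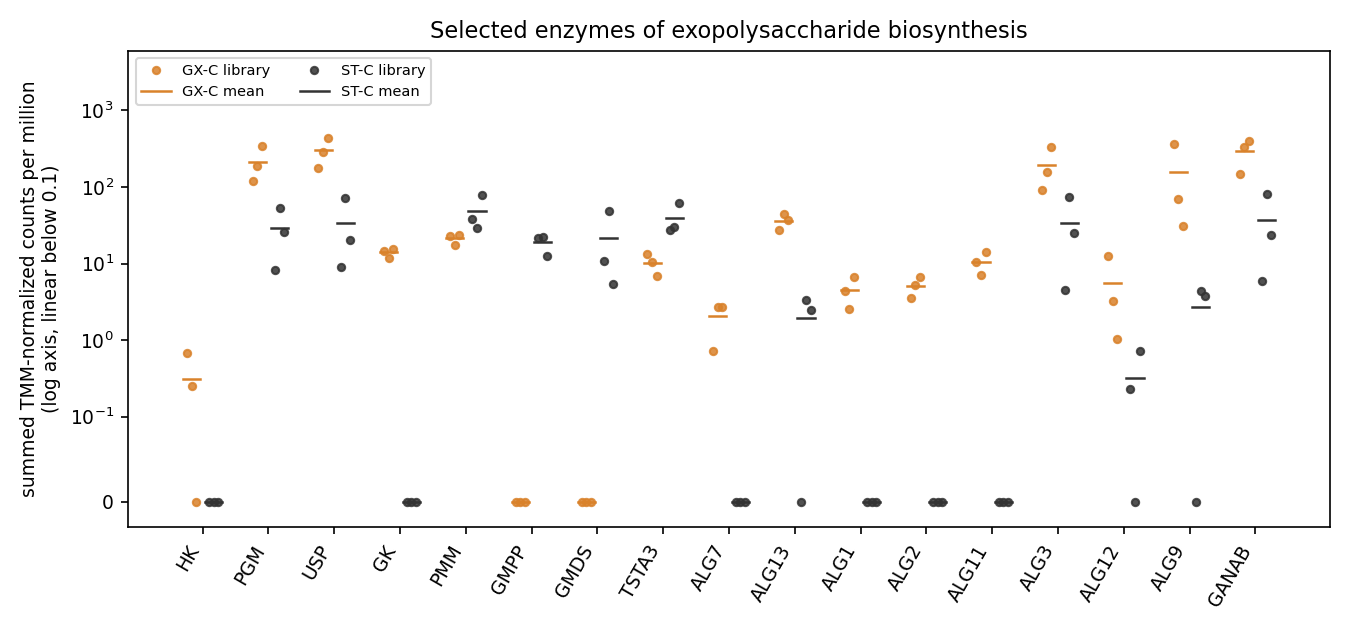
Normalized CPM summed over the clusters of selected enzymes of Figure 6c, on a log axis that is linear below 0.1. Points are the 3 libraries of GX-C (orange) and of ST-C (black) and lines are their means; GMPP and GMDS are at 0 in GX-C, and HK, GK, ALG7, ALG1, ALG2 and ALG11 are at 0 in ST-C.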

Glucokinase (GK) can regulate the storage rate of sugar and free sugar levels in plants, as well as the metabolic rate of glycolysis and the pentose oxidative phosphoric acid pathway, and it plays a key role in the distribution of carbon flow in plants [42]. Interestingly, carbohydrates have been identified as signaling molecules, similar to plant hormones that participate in sugar signal transduction in plants and play a strong role in regulating the synthesis of fatty acids and other metabolites [43]. These findings indicate that the upregulation of the GK gene will not only affect the synthesis of polysaccharides, but also regulate the synthesis of fatty acids. Plant polysaccharides are formed by the active nucleotide-diphospho-sugar (NDP-sugar) precursors, which are added to the residues of polysaccharides and glycoconjugates by the activity of various glycosyltransferases [14,44]. We observed that the *ALG* gene was also upregulated, primarily in the Golgi, and catalyzed the transfer of N-acetylglucosamine residues from UDP-N-acetylglucosamine to D-mannose at the core of the receptor N-sugar chain. ALG is an oligosaccharide linked to an asparagine residue side chain amide nitrogen in the protein peptide chain that is essential for the effective secretion of plant glycoproteins [45]. In addition, we found that the genes encoding GMPP and GMDS were downregulated. GMPP is an important enzyme in both eukaryotic and prokaryotic cells because it catalyzes the formation of GDP-Man from Man-1-P [46]. GMD is a member of the NDP-sugar modifying subfamily of the short-chain dehydrogenases/reductases [47]. Downregulation of genes encoding GMPP and GMD resulted in the decrease of extracellular polysaccharide synthesis by GDP-Man. This suggests that the synthesis pathway of EPS is different between the two colonial cells, and the secretion of EPS in GX is mainly from glucose and galactose.

We know that UDP-sugars are an important source of nucleotide sugar based on previous studies [48,49]. UDP-sugar-producing pyrophosphorylases are important enzymes in the process of glucose metabolism, and are responsible for the synthesis and metabolism of UDP sugar in organisms [50,51]. There are three types of UDP glycopyrophosphorylase, including uridine diphosphate glucose pyrophosphorylase (UGPase), uridine diphosphate acetylglucosamine pyrophosphorylase (UAPase) and uridine diphosphate sucrose pyrophosphorylase (USPase) [52]. The *USP* gene of colonial cells (GX) is upregulated compared with colonial cells (ST) according to transcriptomic date. Aslam (2018) showed that with the decrease in temperature, the exopolysaccharide secretion of the diatom *Fragilariopsis cylindrus* increased, and the level of *USP* was significantly upregulated in its proteome [40]. These results are also consistent with our previous comparisons of colonial and noncolonial cells (unpublished date), indicating that upregulation of *USP* gene can make cells release more extracellular polysaccharides and promote the formation of colonies, and the verification of *PgUSP* function will be a focus of our future work.

## 5. Conclusions

In this study, we attempted to combine physiological and transcriptome sequencing analyses to assess differences in colony size among different *P. globosa* strains (GX and ST). We showed that GX colonies were much larger than those produced by ST, although the two strains could not be distinguished based on molecular and morphological data. Thus, exploring the differences in their metabolic processes will allow us to better understand the mechanism of giant colonies formation. Possible working model for the colony formation in two *P. globosa* strains was established (Figure 7). GX-C has greater metabolic potential, including enhanced photosynthesis, suppressed fatty acid biosynthesis and enhanced fatty acid degradation as well as increased exopolysaccharide biosynthesis, which are consistent with the physiological indicators. More energy was absorbed by photosynthesis for exopolysaccharide biosynthesis and secretion, which may promote the formation of the giant colony in *P. globosa*. In addition, our findings suggest that *PgUSP* is a key gene in promoting ESP secretion in *P. globosa*, since its upregulation is consistent with our previous studies. Overall, this study provides a comprehensive understanding of the mechanism of forming giant colonies in *P. globosa*, a valuable source for future inhibition of harmful algal blooms.

## Figures and Tables

**Figure 1:**
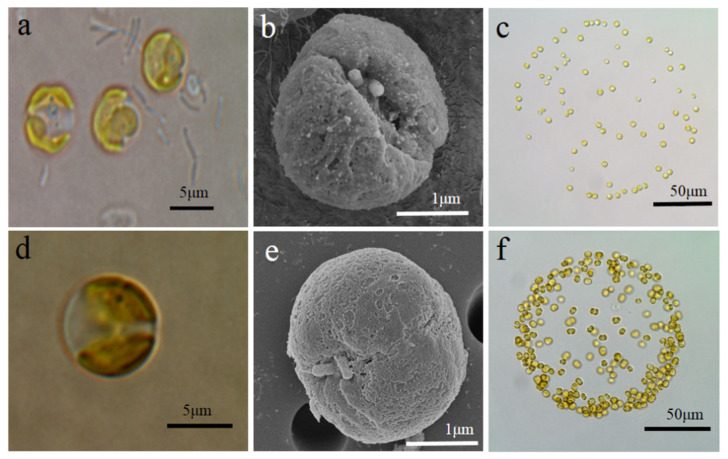
LM and SEM photographs of colonial cells and colonies. ST colonial cell showing the two short appendages inserted near the center of the apical pole and a colony (200 μm) embodying 60 colonial cells (**a**–**c**); GX colonial cell showing the two short appendages and a colony (150 μm) embodying 140 colonial cells (**d**–**f**).

**Figure 2:**
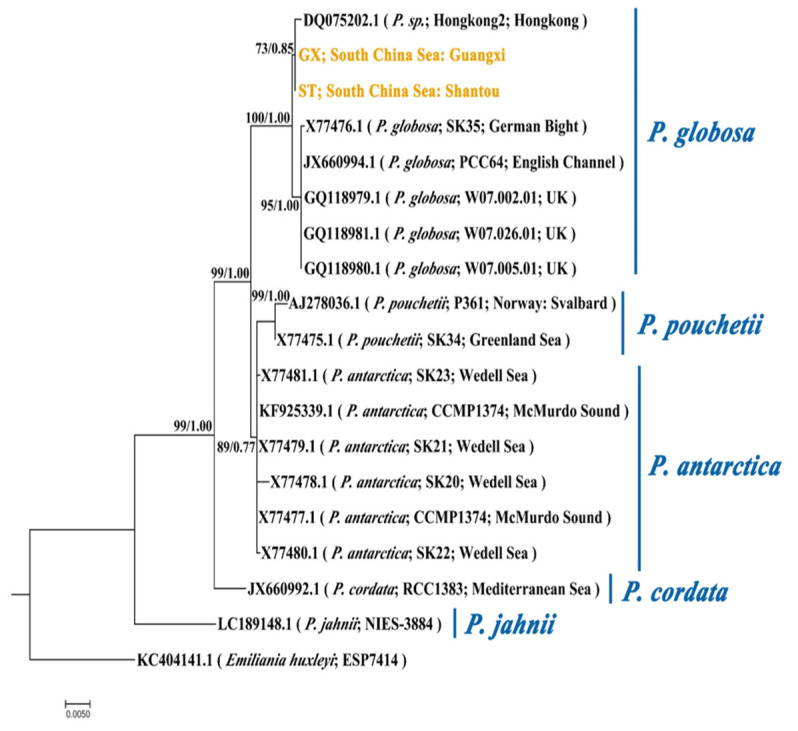
Phylogeny of *Phaeocystis* based on 18S rRNA sequences (1646 characters after data processing). The phylogenetic tree was inferred by the maximum likelihood (ML) method. Numbers at nodes represent the bootstrap values for the ML bootstrap analysis and Bayesian posterior probabilities. The strains in yellow are objects in this study. The scale bar indicates the number of nucleotide substitutions per site. ST represents the *P. globosa* collected in Shantou and GX represents the *P. globosa* collected in Guangxi.

**Figure 3:**
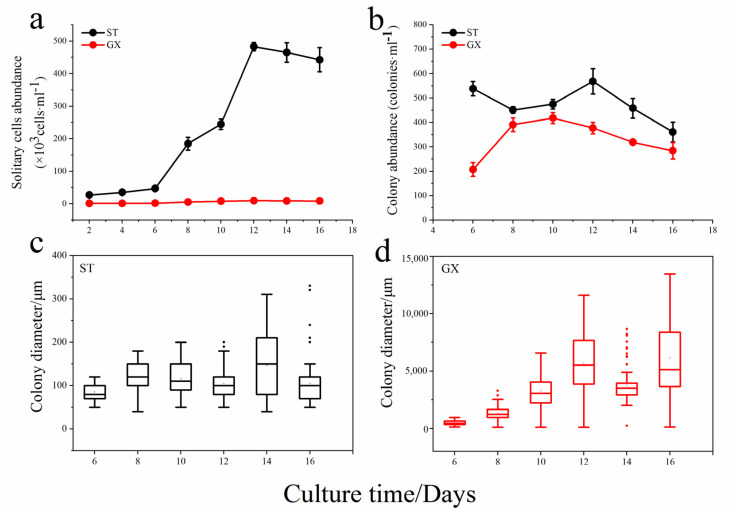
Growth curves of the two *P. globosa* strains. Abundances of solitary cells (**a**); colony abundance (**b**); colony diameter of ST (**c**); colony diameter of GX (**d**). ST represents *P. globosa* originally collected in Shantou and GX represents *P. globosa* originally collected in Guangxi.

**Figure 4:**
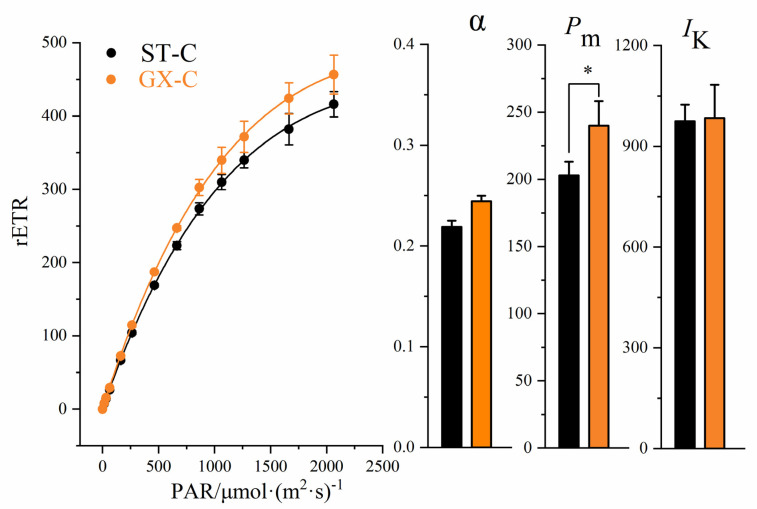
Comparison of the rapid light-response curves, the initial slope of RLC (α), the maximal relative electron transport rate (*P_m_*) and the point of light saturation (*I_k_)* between ST-C and GX-C. ST-C represents the colonial cell of the *P. globosa* ST strain (black) and GX-C represents the colonial cell of the *P. globosa* GX strain (orange). * represents a statistically significant difference of *p* < 0.05.

**Figure 5:**
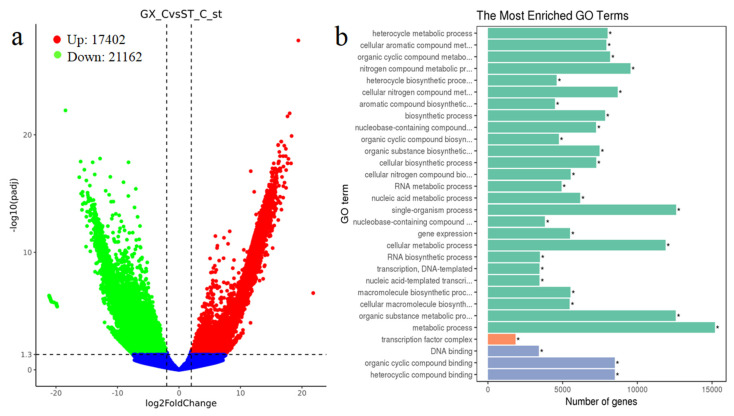
Diagram of the *P. globosa* mRNA sequence analysis from colonial cells (GX-C) and colonial cells (ST-C). (**a**) Volcano map of different genes in two *P. globosa* strains (green represents downregulated genes; red represents upregulated genes; blue represents genes with no significant difference). (**b**) GO terms of different genes enrichment. X axis represents number of genes, Y axis represents GO term name (green represents biological process; orange represents cellular component; blue represents molecular function). * represents a statistically significant difference of *p* < 0.05.

**Figure 6:**
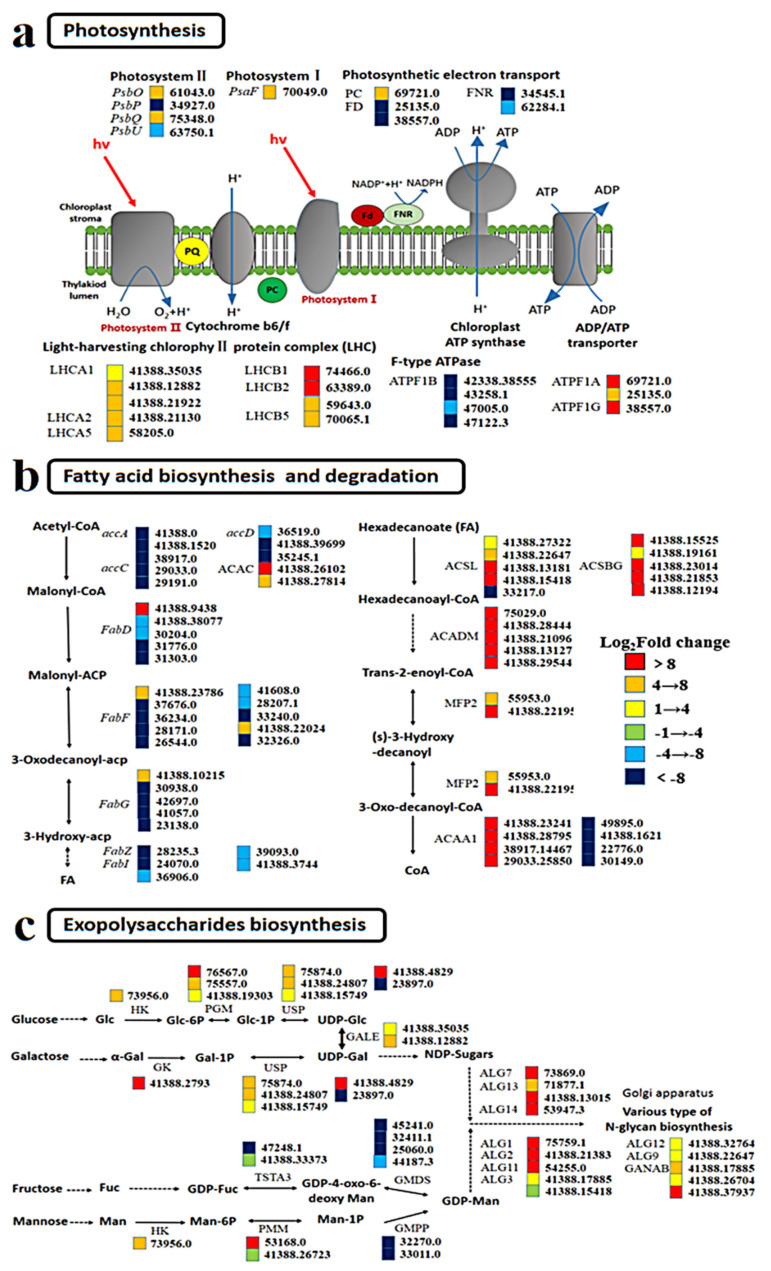
Responses to changes between ST and GX in the mRNA abundance of genes involved in metabolic pathways and biological processes. (**a**) Photosynthesis; (**b**) fatty acid biosynthesis and degradation; (**c**) exopolysaccharide biosynthesis. Key enzymes are included in the map and presented as their names, gene IDs and fold changes as indicated by colored boxes (red, orange and yellow represent upregulated; green, sky blue and dark blue represent downregulated). Chemical compound abbreviations: LHC, light-harvesting complex chlorophyll a/b binding protein; PC, plastocyanin; FD, ferredoxin; FNR, ferredoxin-NADP^+^ reductase; ATPF, F-type transporting ATPase; ACACA, acetyl-CoA carboxylase; ACSL, long-chain acyl-CoA synthetase; ACSBG, bubblegum; MFP2, multifunctional protein; ACAA1, acetyl-CoA acyltransferase 1; HK, hexokinase; PGM, phosphoglucomutase; USP, UDP-sugar pyrophosphorylase; GALE, UDP-glucose 4-epimerase; GK, galactokinase; PMM, phosphomannomutase; GMPP, mannose-1-phosphate guanylyltransferase; GMDS, GDP-mannose 4,6-dehydratase; TSTA3, GDP-L-fucose synthase; ALG, acetylglucosaminyltransferase; GANAB, mannosyl-oligosaccharide alpha-1,3-glucosidase.

**Figure 7:**
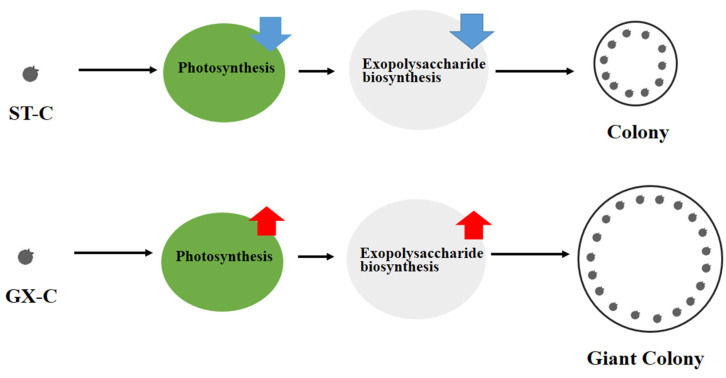
Possible working model for the colony formation in two *P. globosa* strains. ST-C represents the lab colonial cells of *P. globosa* originally collected in Shantou and GX-C represents the lab colonial cells of *P. globosa* originally collected in Guangxi; the red arrow means upregulation of metabolic process and the blue represents down regulation of metabolic process.

**Table 1:** Fatty acid profiles for different *P. globosa* cells (mg/g). ST-C represents the colonial cells of the Shantou strain and GX-C represents the colonial cells of the Guangxi strain. *ND*—not detected.

Fatty Acids	GX-C	ST-C	*p*-Value
C14:0	0.156 ± 0.017	2.851 ± 0.453	
C16:0	0.397 ± 0.003	1.151 ± 0.091	*p* < 0.05
C18:0	0.196 ± 0.012	0.390 ± 0.017	*p* < 0.05
C18:1	ND	0.690 ± 0.215	*p* < 0.05
C18:3ω6	ND	0.283 ± 0.010	
C18:3ω3	ND	0.292 ± 0.090	
C22:6ω3	ND	0.772 ± 0.092	
C24:1	0.375 ± 0.003	ND	
Total	1.124 ± 0.012	6.429 ± 0.075	*p* < 0.05

## Abbrevations

ST-C	Colonial cells of *P. globosa* ST strain
GX-C	Colonial cells of *P. globosa* GX strain
LM	Light microscope
SEM	Scanning electron microscope
RLC	Rapid light-response curve
DGE	Digital gene expression
TAG	Triacylglycerol
GO	Gene Ontology
KEGG	Kyoto encyclopedia of genes and genomes
EPS	Extracellular polysaccharide
LHC	Light-harvesting complex chlorophyll a/b binding protein
PC	Plastocyanin
FD	Ferredoxin
FNR	Ferredoxin-NADP^+^ reductase
ATPF	F-type transporting ATPase
ACACA	Acetyl-CoA carboxylase
ACSL	Long-chain acyl-CoA synthetase
ACSBG	Bubblegum
MFP2	Multifunctional protein
ACAA1	Acetyl-CoA acyltransferase 1
HK	Hexokinase
PGM	Phosphoglucomutase
USP	UDP-sugar pyrophosphorylase
GALE	UDP-glucose 4-epimerase
GK	Galactokinase
PMM	Phosphomannomutase
GMPP	Mannose-1-phosphate guanylyltransferase
GMDS	GDP-mannose 4,6-dehydratase
TSTA3	GDP-L-fucose synthase
ALG	Acetylglucosaminyltransferase
GANAB	Mannosyl-oligosaccharide alpha-1,3-glucosidase

How the deposited data were processed for this re-analysis (not part of the article)

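RNA from colonial cells of 2 strains of *P. globosa*, GX-C and ST-C, was sequenced on day 10 of culture in 3 libraries per strain. For each library the authors deposited a table of 132211 transcript clusters with an expected count and an FPKM value per cluster. The submitters' processing notes name RSEM for these tables, and the paper states that a company carried out library construction, sequencing, filtering and mapping. The version of RSEM, the aligner, the assembler, any minimum for a cluster to be kept and any removal of duplicate reads are not given in the sources used here. The expected counts that the authors deposited are estimated reads per cluster and are not scaled for depth. The FPKM values that the authors deposited are scaled by cluster length and by depth. For its own test the paper names DESeq 1.10.1.

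The tables pair no cluster with a gene name, and no reference or annotation was used here. Gene names were therefore taken from the paper's text and from Figure 6, whose identifiers were read by eye. Of 117 identifiers, 110 were found in the tables used here and 7 were not analysed here, and 8 are drawn under 2 enzymes and count under both. Results for 1 enzyme of Figure 6c are not reported here, although its clusters are counted in the tallies.

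The expected counts were rounded to whole numbers (1.38% to 3.69% of the values in a library were not whole, at a tolerance of 0.000000001) and tested in R 4.3.3 with edgeR 4.0.16. Clusters were filtered with filterByExpr at its defaults (a minimum count of 10 and a minimum total count of 15), which left 50545 clusters, and libraries were scaled by TMM, with factors between 0.7232 and 1.278. GX-C was compared with ST-C by the quasi-likelihood F-test with strain as the only term. A cluster was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 2 in size, and a named cluster at an adjusted p under 0.05. The common biological coefficient of variation was 1.09 and the smallest adjusted p was 0.0036.

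The depth was 20266319 to 23489438 counts per GX-C library and 19222688 to 20745976 per ST-C library. A strain without a count was given a limit of 3 counts summed over its 3 libraries, and ratios against 1 to 3 counts were given with a 95% counting interval. Standard errors of log2 fold changes were taken from the coefficient and its F statistic, and none is given for a cluster without counts in a strain, since its fitted value depends on the prior count.

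The named clusters, fixed before the data were examined, were every identifier in the paper's text and in Figure 6 and, of the rest, the 2 clusters with the largest log2 fold change in each direction among called clusters with at least 10 counts in every library and no overlap between the strains. Their colours in Figure 6 and the directions in the text had been seen. Also fixed then were the sums of normalized counts per enzyme, the clusters seen in 1 strain only (at least 1 count in every library of a strain and 0 in the other), Fisher's exact test of direction against the cluster number 41388, and the comparison of libraries. The direction of clusters numbered 41388 had been noticed in Figure 6, which was drawn from these same libraries.

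The code was tested on simulated data. With a spread of 0.1 and equal means, 100 of 100 clusters changed 8-fold and 100 of 100 changed 64-fold were recovered among 49718 tested. With the fitted spread and equal means elsewhere, 0 of 100 were recovered at either fold among 45597 tested. With the fitted spread and the strains' own means elsewhere, 56 of 100 were recovered at 8-fold and 99 of 100 at 64-fold among 39979 tested, and 6 of 200 unchanged clusters were called. The code for groups of clusters that move between replicates gave a separation of -0.00408 on independent noise and 3.15 on simulated libraries of 2 sources, over 11422 clusters.

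Alternatives set before the data were examined were DESeq2 1.42.0, other scalings (RLE, library size only, upper quartile, and TMM on clusters with at least 10 counts in every library), other filters, other thresholds, edgeR's glmTreat, limma 3.58.1 on log2(FPKM + 0.1) and log2(FPKM + 1), a fit with the replicate number as a block, and leaving out each library in turn. Added after the data were seen were DESeq2 on every cluster with a count, ST-C counts divided by the most frequent count of each library, and scaling within groups of clusters. The Gene Ontology result was left out because the tables hold no annotation.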

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

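The tests of explanations in this part were chosen after the results were seen, except the count over splits of the libraries, whose prediction was also written afterwards.

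The following results lie in clusters that the paper does not discuss and are above their level in the control strain. Cluster-41388.26348 had a log2 fold change of 8.03 (standard error 1.00, adjusted p = 0.0036 from edgeR), with 261.5 ± 134.7 CPM in GX-C and 0.996 ± 0.466 CPM in ST-C (SD, n = 3). It was higher in 3 of 3 GX-C libraries than in any ST-C library, but the rule that picked it required this. The next cluster was picked by the same rule, which took the largest fold changes without overlap between the strains. Cluster-41388.21616 had a log2 fold change of 7.87 (standard error 1.07, adjusted p = 0.0036 from edgeR) and 1038 ± 420.4 CPM in GX-C against 4.44 ± 2.65 CPM in ST-C (SD, n = 3). In addition, 16610 clusters had counts in every GX-C library and none in any ST-C library, or 10680 with at least 10 counts in every GX-C library. The reverse held for 11643 and 10672 clusters.

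Low counts are nearly missing from the ST-C libraries. A greater depth of ST-C is argued against, since the median ST-C total is 0.883 of the median GX-C total. A minimum of reads for a cluster to be assembled is argued against by clusters with at least 50 counts in every GX-C library, of which at most 2.06% of those detected in an ST-C library have 1 to 9 counts, against 10.2% to 11.5% for the reverse. What stays open is that the ST-C libraries may come from few distinct RNA fragments, each counted many times: of clusters with 20 to 60 counts in the other 2 ST-C libraries, at least 33.4% have no count in an ST-C library and at most 4.25% have 1 to 9. No biological explanation was tested, and a difference in the authors' filtering stays open.

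Most clusters called higher in GX-C have no count in ST-C. For most of them, too few distinct ST-C fragments are argued against only on an untested assumption about the fragments. Copies of 1 gene in separate clusters cannot be excluded. With ST-C counts divided by the most frequent count of each library, 7938 of the 10105 clusters are still called. These are all of those that the filter left to be tested, so this division cannot tell whether too few ST-C fragments account for them. Counted in steps of 20, the median of the most frequent ST-C counts, the 10105 clusters had a median of 20.9 steps, and 98 (0.97%) had under 3. If a step is 1 fragment drawn independently, so many steps at equal levels would rarely leave all 3 ST-C libraries without a count. On that untested assumption, this argues against too few ST-C fragments for most of these clusters, but not for those with few steps. The small share under 3 steps is no further evidence, since all 10105 clusters had at least 10 counts in every GX-C library. Copies of 1 gene from the strains may also sit in separate clusters: of 24 enzymes with several clusters in Figure 6, leaving out identifiers drawn under 2 enzymes, 5 hold both clusters seen in every library of GX-C and none of ST-C and clusters seen the other way, and without sequences these cannot be told apart from genes that differ between the strains. A difference between the strains themselves stays open and untested. Of 10 splits of the libraries into 3 and 3, 1, the real one, calls 25763 clusters with edgeR and the highest of the others calls 0 (at most 1077 at an unadjusted p under 0.05), and 10 splits are too few for a share under 0.05.

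The clusters counted in every library fall into 2 groups that move oppositely between GX-C replicates 1 and 3 and between ST-C replicates 2 and 3. For ST-C replicates 1 over 2, the median log2 ratios were -2.59 in group 1 and 0.48 in group 2. For ST-C replicates 1 over 3 they were -0.90 and -1.16, so the groups did not move oppositely there. Transcript length as the whole cause is argued against, since its Spearman correlation with the ratio of GX-C replicates 1 and 3 is -0.059 across clusters, although group 1 makes up 66.1% of the longest 20% of clusters. Groups set on the GX-C libraries differ by 3.28 in their median log2 ratio of ST-C replicates 2 and 3. RNA of 2 sources in shares that differ between libraries could give this, but the test used this pair of ST-C libraries only. Which sources these might be was not tested, since the tables hold no sequences or names. No biological explanation was tested, because the design gives no condition that differs within a strain.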

How the results depend on the processing

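Of the settings reported here, DESeq2 without the filter, the division of ST-C counts and the scaling within groups of clusters were chosen after the data were seen. No named cluster changed direction under any setting in which it was tested. For most of them no setting could change it: of 110 identifiers, 43 had no count in GX-C and 40 had none in ST-C. With the main settings 76 of 89 tested named clusters passed. Under the alternatives set beforehand, other than those given next, the clusters higher in GX-C, the clusters lower and the named clusters that passed stayed within 1.5 times their main counts. Restricted to clusters with at least 10 counts in every library, the test called 302 higher (27.5% of calls, against 45.2%) and 797 lower and passed 2 named clusters. This filter leaves 11422 clusters, none of them seen in 1 strain only, but on these clusters the main test called 842 higher and 707 lower, and the median log2 fold change moved by -0.43; the cause of the turned balance was not tested. Leaving out each library in turn gave 9215 to 21271 higher, 10278 to 19641 lower and 61 to 86 named clusters. The clusters seen in GX-C only numbered 10788 with an absence of up to 2 counts and a presence from 10, and 10680 with a presence from 10 alone, since clusters under 10 counts are then left out. DESeq2 without the filter called 18654 higher and 23089 lower, and 21248 and 26659 at an unadjusted p; the cause was not tested. With ST-C counts divided by their most frequent count, 8866 were lower (56.4% of calls higher); the cause was not tested. With scaling within the groups of clusters that move between replicates, 1171 were lower (89.3% of calls higher) and 36 named clusters passed. Only clusters counted in every GX-C library can then be tested, and the median log2 fold change moved by -0.41. In group 1 it went from 3.27 to 2.44 for USP Cluster-41388.15749 and from 2.83 to 1.48 for PGM Cluster-41388.19303. It went from 2.44 to 1.1 for Cluster-41388.17885 and from 2.58 to 1.62 for ACSBG Cluster-41388.19161. In group 2 it went from 4.54 to 5.21 for FabF Cluster-41388.23786. The cause of the other changes was not tested. The odds ratio of direction for the number 41388, 7.02 in the main test, lay between 6.24 and 68 over 10 alternatives, and 68 was that for clusters with at least 10 counts in every library. Scaling by library size only moved the median log2 fold change by -0.42, upper-quartile factors by -0.34 and TMM on shared clusters by -0.35.

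With the replicate number as a replicate block, 5798 clusters were higher (56% of calls), 4557 lower and 45 named clusters passed. The numbers do not pair the libraries: the correlation of deviations was 0.123, 0.081 and -0.419 for replicates 1, 2 and 3, and not every library correlated best with its own number.

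The filter left 21 named clusters untested, since it needs enough counts in at least 3 libraries. Some of these had uneven replicates and not few counts throughout, such as FabF Cluster-28171.0 with 132, 10 and 85 counts in ST-C. In simulated data with the fitted spread and the strains' own means, 56 of 100 clusters changed 8-fold were recovered, so a change of that size can be missed.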

Differences from the paper's values

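The following settings were fixed before the data were examined, except those said to be chosen after the values were seen.

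The paper reports 21162 clusters lower in GX-C, and 14106 were found here at its stated fold threshold and an adjusted p under 0.05. The paper's methods describe p-values adjusted by the Benjamini-Hochberg approach and then give the criterion as a p-value under 0.05. They do not say whether it is the adjusted one. Figure 5a was read as drawing the adjusted p, which was therefore used here. At an unadjusted p under 0.05, 14849 clusters were lower here, which is within 1.5 times the paper's count. The clusters higher in GX-C (11657 here, 17402 in the paper) and those called in either direction (25763 here, 38570 in the paper) were fewer here by a similar factor, just under 1.5. The count of lower clusters is within 1.5 times the paper's with DESeq2, RLE factors, library size only, upper-quartile factors, TMM on clusters with 10 counts in every library, no filter, log2 FPKM with a pseudocount of 0.1, an unadjusted p, and without ST-C replicate 1, 2 or 3. It is not with the stricter filter, only clusters with 10 counts in every library, glmTreat, log2 FPKM with a pseudocount of 1, the replicate block, a log2 fold change above 1, no fold change threshold, or without GX-C replicate 1, 2 or 3. DESeq2 without the filter gave 23089, a setting chosen after the values were seen, and under it 88 named clusters passed.

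Of the 116 boxes of Figure 6 whose cluster was analysed here, 111 have the direction of their colour. The 5 others are ATPF1A Cluster-25135.0 and ATPF1G Cluster-38557.0, drawn as higher and lower here by at least 120-fold and at least 80.7-fold (the figure also draws both under ferredoxin, there as lower), PsbO Cluster-61043.0, drawn as higher and counted only in ST-C replicate 3 (75 counts), TSTA3 Cluster-47248.1, drawn as lower and counted only in GX-C (0, 2 and 3 counts), and ALG3 Cluster-41388.15418, drawn as lower with a log2 fold change of 2.53 here (adjusted p = 0.176 from edgeR; the figure also draws it under ACSL, there as higher).

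The paper states that the expression of photosystem II did not change significantly. Of its 4 clusters in Figure 6a, 2 fell here and 2 could not be tested. The paper names PGM Cluster-7557.0 among higher genes, and it had 30 counts in ST-C replicate 3 and none elsewhere. Figure 6c does not draw it, and its Cluster-75557.0 had 9, 18 and 9 counts in GX-C and none in ST-C, the paper's direction. The paper names ACAA1 among the higher genes of fatty acid degradation, and of its clusters 2 rose and 4 fell here. Figure 6b itself draws these 4 as lower, and draws as higher 2 more that were not analysed here. The single clusters therefore do not differ from the figure. Summed over its clusters, ACAA1 was higher in GX-C, with 690 ± 17.7 CPM against 32.0 ± 15.2 CPM in ST-C (SD, n = 3), as was each other enzyme of the pathway. Such sums cover only clusters that the study chose on these libraries. The paper describes exopolysaccharide genes as generally higher, and GMDS and GMPP as lower. In Figure 6c, 5 clusters of sugar nucleotide synthesis rose and 6 fell, while 8 of glycosyltransferases and glucosidase rose and none fell. Those that fell belong to GMDS and GMPP, except USP Cluster-23897.0, which the figure also draws as lower. Without ST-C replicate 2, 10 of sugar nucleotide synthesis rose, and 9 with DESeq2.

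The paper calls USP Cluster-41388.15749 and ALG13 Cluster-71877.1 higher, and their adjusted p was 0.0645 and 0.0821 from edgeR. Both passed with DESeq2 (0.00277 and 0.0032), RLE factors, no filter, log2 FPKM at either pseudocount and without ST-C replicate 2. In addition, Cluster-71877.1 passed without ST-C replicate 1 and Cluster-41388.15749 with the replicate block. Of the settings chosen after the values were seen, both passed with DESeq2 without the filter and with the division of ST-C counts. Cluster-41388.15749 also passed with scaling within groups of clusters, at a log2 fold change of 2.44 against 3.27 in the main test. The paper also calls HK Cluster-73956.0, plastocyanin Cluster-69721.0 and accD Cluster-41388.39699 changed, and these had too few counts to be tested here.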

Other observations

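The clusters in this part follow the rule for named clusters, and the description of abundant ST-C clusters was chosen after the result was seen. The largest decreases among clusters counted in every library were in 2 clusters that were abundant in ST-C. Cluster-41388.38012 had 1532 ± 463.2 CPM (SD, n = 3) in ST-C and 79 counts over the GX-C libraries, a log2 fold change of -9.99 (standard error 1.24, adjusted p = 0.0036 from edgeR). Cluster-41388.1934 had 364.8 ± 95.8 CPM in ST-C and 0.711 ± 0.176 CPM in GX-C (SD, n = 3), a log2 fold change of -8.99 (standard error 0.92, adjusted p = 0.0036 from edgeR). The tables do not pair either with a gene. In all, 332 clusters with at least 10 counts in every library had a log2 fold change below -4, and they held 23.3%, 13.3% and 8.58% of the counts of ST-C replicates 1, 2 and 3 and 0.145% to 0.351% of those of the GX-C libraries.

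Among called clusters, the odds of being higher in GX-C for those numbered 41388 against all others differed with abundance. The odds ratio was 8.43, 6.80, 6.67 and 26.4 in 4 classes from the lowest to the highest abundance, set at the quartiles of abundance over all tested clusters.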
